A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Nitric oxide controls shoot meristem activity via regulation of DNA methylation" (2023).

How the data were processed

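DNA methylation was measured by enzymatic methyl-seq (EM-seq), in which unmethylated cytosines are deaminated by enzymes and read as T while methylated cytosines are protected and read as C. The 4 libraries came from shoot apices of Arabidopsis thaliana. Plants received 0.025% of the wetting agent Silwet with or without 1 mM sodium nitroprusside (SNP, a nitric oxide donor) and were sampled after 24 h. The groups were taken from the sample labels, with 2 mock and 2 SNP libraries. The labels give the genotype as Col-0, and the study's methods name ap1/cal apices. The study gives Col-0 as its genetic background, so the label may name the background of these plants. Replicate numbers came from the sample titles.

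The authors aligned the reads, extracted methylated cytosines with the Bismark methylation extractor and deposited a list of sites per library. Per site, the deposited values are a methylation level given as a fraction and the depth given as a count of reads. The aligner and its version, the test used to call a site and the build were not stated in the labels or in the methods. Level multiplied by depth was a whole number in every row, so the count of methylated reads could be recovered. Listed positions were set against the bases of the reference genome, and 100% of those on the 5 nuclear chromosomes and the chloroplast fell on a cytosine of the listed strand. Between 22.2% and 22.5% of the mitochondrial positions did so, and the mitochondrion was not used here. Coordinates are those of the deposited lists, and gene models are those of the RefSeq annotation of this assembly, which has no transposable element features. The 9 genes named by the study and 14 further genes were matched through their locus tags.

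The lists hold called sites and not every covered cytosine. Each listed site had at least 2 methylated reads. The smallest number of methylated reads rose with depth, and the depths at which it rose were not the same in all libraries. A one-sided binomial test at p under 0.005 matched this limit at all 59 depths compared, with an error rate of 0.855% in mock 1, 0.61% in mock 2, 0.875% in SNP 1 and 0.92% in SNP 2. The significance levels 0.05, 0.01 and 0.001 matched fewer depths. A cytosine absent from a list may have been uncovered or covered and uncalled. Therefore a site with a minimum depth in every library is also a site called in every library, a full loss of methylation is not visible at such sites, and levels over all cytosines and a non-conversion rate from the chloroplast could not be computed.

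The weighted methylation level is the number of methylated reads divided by all reads, summed over sites with at least 10 reads in every library. Group differences are SNP minus mock in percentage points. They were set against the pooled SD of the replicates and tested with an exact two-sided permutation test, whose smallest p with 6 assignments of the labels is 0.333, so that it cannot reach 0.05. Differential bins were tested in 200 bp bins with at least 3 such sites and a level of at least 5% over all libraries. Methylated and unmethylated counts entered the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with separate terms per library and no covariates, and Benjamini-Hochberg adjustment within a context with a threshold of 0.05. Gene regions, which are a protein-coding gene plus 1 kb upstream, were tested likewise with all contexts summed, at least 10 sites and a level of at least 1%. Adjustment was made over all regions and over the list of 9 genes alone. Counts of bins and regions were summed over sites, so a read that covered several sites was counted at each of them. Such counts are not independent, which Fisher's exact test on pooled reads ignores. Feature classes were gene bodies of protein-coding genes, 1 kb promoters and all other sequence. Methylated sites were called anew by a one-sided binomial test against an assumed non-conversion of 1%, with Benjamini-Hochberg adjusted p under 0.05. Only listed sites entered this test, so its adjustment does not control errors over all covered cytosines. Fisher's exact tests, permutation tests and confidence intervals used scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 in python 3.11.15, and figures used matplotlib 3.10.9.

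The bin test was tested on simulated data with the real read totals and an assumed beta-binomial overdispersion of 0.01, in which 200 bins per context were changed, with their levels centred on the middle of the scale. A first simulation, with changes of 30 points around the real levels, recovered few CG bins and was replaced by this one after its outcome was seen, so the recovery given here does not hold for bins whose level is close to full methylation. Of 100 bins changed by 60 points, 100 were recovered in each context. Of 100 bins changed by 30 points, 12 were recovered in CG, 52 in CHG and 66 in CHH. Among the 13051 CG, 5891 CHG and 4312 CHH bins of the simulation, 5, 4 and 3 unchanged bins were called. The assumed spread was not fitted to the data. The dispersion that edgeR estimated, which is on another scale, was 0.0397 in the simulated and 0.0674 in the real CG bins, 0.0279 and 0.0227 in CHG and 0.0295 and 0.0315 in CHH. The real CG bins therefore varied more than the simulated ones. The median fitted log2 odds ratio was 1.79 in CG for a true value of 1.79.

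The median depth of listed sites was 10 reads in mock 1, 9 in mock 2, 9 in SNP 1 and 8 in SNP 2. The 95% Wilson interval of a level over all sites of a context was at most 0.132 points wide, and such intervals cover counting error alone, since reads without molecular identifiers are not independent molecules. The alternatives chosen before the data were examined were minimum depths of 5 and 20 reads, sites covered in a library whatever the others, the mean of site levels, bins of 100 bp and 500 bp, a minimum difference of 10 points, Fisher's exact test on pooled reads, other definitions of the gene region, a replicate block and the omission of each library. Further alternatives were chosen after seeing the data. They were sites with at most 50 reads, thinned reads, the fitted error rate taken off and counts of listed sites (at ARR7 also with 2 kb on either side). They also included single contexts for gene regions at the 5-read minimum, and all sites listed in every library. Reads were thinned to the shallowest library's mean depth at CG sites listed in all libraries, with at least 3 methylated and at most 25 reads. Depth was therefore matched at those CG sites, and not separately at CHG and CHH sites. The planned subtraction of a chloroplast or spike-in non-conversion rate was not run.

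The genes named in the text were fixed at the same time as these first alternatives: the 9 genes named by the study and 14 genes of the methylation, nitric oxide and meristem pathways, and, per context, the 2 bins of largest difference in each direction among those past the threshold in which every SNP library lay on the same side of every mock library. Other names are marked as chosen after their values were seen. The shared targets of WUS and AGO4 were not analysed here.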

Results

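To examine DNA methylation after activation of nitric oxide signaling, EM-seq was carried out on shoot apices treated for 24 h with mock solution or 1 mM sodium nitroprusside (SNP), with 2 libraries per treatment. Cytosines were divided by sequence context into CG, CHG and CHH, where H is A, C or T. In plants, CHH methylation is set in part by RNA-directed DNA methylation (RdDM), which acts through AGO4, whereas CG methylation is maintained by MET1. The lists of called sites held 3970449 nuclear sites in mock 1, 4134559 in mock 2, 4106388 in SNP 1 and 3857352 in SNP 2. Reads at these sites amounted to 50875710, 50075845, 49394378 and 42221751, respectively. Listed CG sites made up between 30.1% and 30.7% of the CG cytosines of the nuclear genome, and listed CHH sites between 3.97% and 4.66% of the CHH cytosines.

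The limit for listing a site differed between libraries. At least 3 methylated reads were required from a depth of 13 reads in mock 1, 18 in mock 2, 13 in SNP 1 and 12 in SNP 2, and at least 4 from depths of 41, 57, 40 and 38. At low depth 2 methylated reads sufficed, and 40.7% to 52.4% of the listed CHH sites had exactly 2. By contrast, this share was 5.33% to 7.71% for CG sites.

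**Figure D1:**
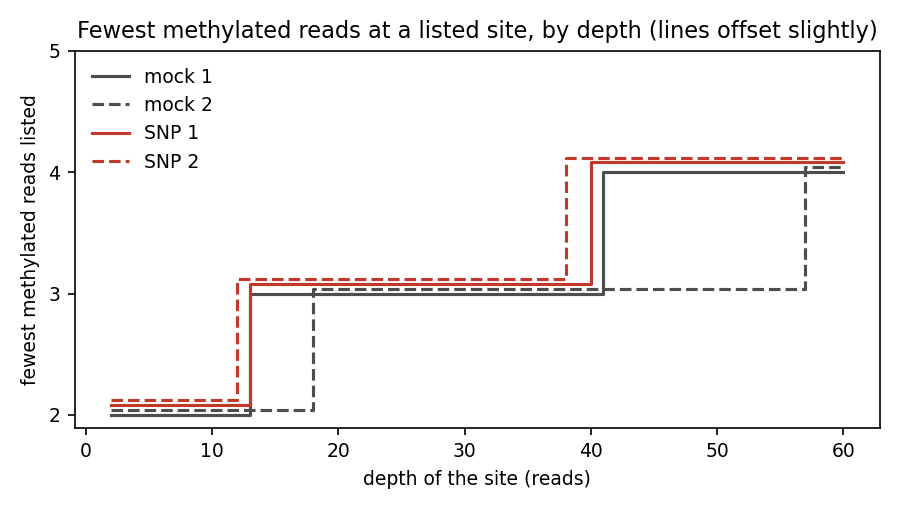
Fewest methylated reads at any listed site (vertical axis, reads) against the depth of the site (horizontal axis, reads) in the 2 mock and 2 SNP libraries, with lines offset slightly so that they can be told apart. The step from 2 to 3 methylated reads lies at a depth of 18 in mock 2 and at 12 or 13 in the other libraries.

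To ask whether SNP changed the methylation level of each context, sites with at least 10 reads in every library were compared. The CG level over 121907 sites was 59.8% ± 2.79 in mock and 58.0% ± 1.58 in SNP libraries (SD, n = 2), a difference of -1.74 points that was smaller than the pooled replicate SD of 2.27. The CHG level over 55621 sites was 38.6% ± 1.16 in mock and 38.4% ± 0.786 in SNP libraries (SD, n = 2), a difference of -0.205 points against an SD of 0.991. The CHH level over 45824 sites was 11.0% ± 0.385 in mock and 11.8% ± 0.0366 in SNP libraries (SD, n = 2). The CHH libraries of the groups did not overlap, with 10.7% and 11.3% in mock and 11.8% in each SNP library, and the difference of 0.798 points was larger than the SD of 0.274. Exact two-sided permutation tests gave p values of 0.667 for CG, 1 for CHG and 0.333 for CHH, the last being the smallest that n = 2 per group allows. Median depth at these sites was 12 to 15 reads.

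These levels depended on deeply covered sites. Sites with more than 50 reads in a library held 60.6% to 63.8% of the CG reads and 89.7% to 90.6% of the CHH reads. Leaving them out moved the CHH difference most, to 2.72 points with an SD of 0.611. With the same restriction the CG difference was -2.06 points with an SD of 0.176 and no overlap between groups, and the CHG difference changed direction to 0.591 points (SD 0.278), with both SNP libraries above both mock libraries. The latter also held for CHG with the mean of site levels (0.574 points) and after thinning to equal mean depth at CG sites (0.520 points). With a minimum depth of 5 reads in every library, 1050094 CG sites had a level of 80.9% ± 0.922 in mock and 79.0% ± 0.647 in SNP (SD, n = 2), again without overlap. At the 10-read minimum, omitting mock 1 changed the direction of the CG difference, to 0.228 points. The CHG difference changed direction without mock 1 (0.616 points) or without SNP 1 (0.351 points). The CHH difference was 0.526 points without mock 1.

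**Figure D2:**
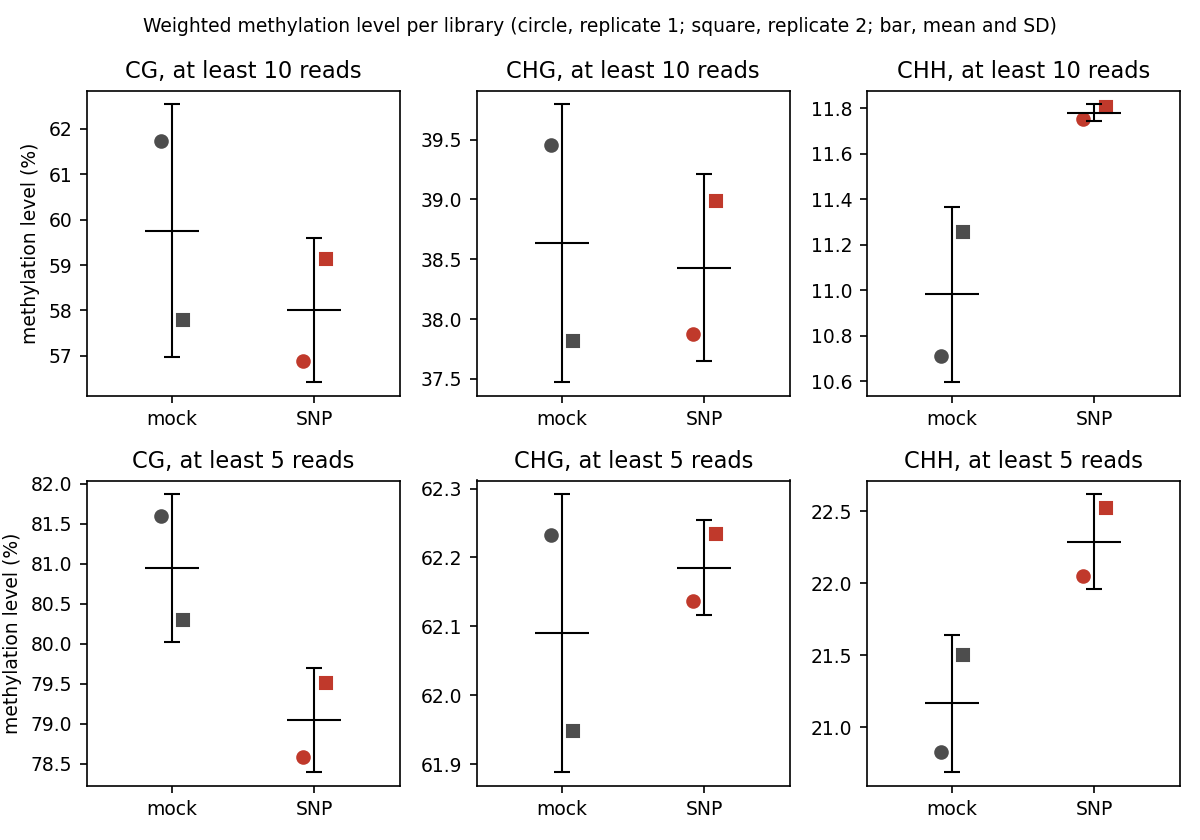
Weighted methylation level (vertical axes, percent, not starting at 0) of each library by context, at sites with at least 10 reads (upper panels) or at least 5 reads (lower panels) in every library. Circles and squares are replicates 1 and 2, and bars are the mean and SD of 2 libraries. Both SNP libraries lie above both mock libraries in CHH at either minimum, and below them in CG at the minimum of 5 reads.

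Feature classes were compared to locate these differences. In gene bodies, the CG level was lower in both SNP libraries, 59.3% ± 1.26 against 61.4% ± 1.28 in mock (SD, n = 2), a difference of -2.15 points against a pooled SD of 1.27 that was -1.24 points without mock 1. In promoters the CG difference was -3.17 points with an SD of 2.87, from -0.459 points without mock 1 to -5.87 points without mock 2, and in other sequence it was -1.21 points with an SD of 2.84. The groups overlapped in both of these classes at 10 reads, and in promoters not at 5 reads (-2.70 points, SD 1.28). At 10 reads, the CG difference in other sequence changed direction when mock 1 was omitted (1.33 points) or SNP 1 was omitted (0.0780 points). The CHH level was higher in both SNP libraries in each class. It differed by 0.670 points in gene bodies (SD 0.354), by 1.15 points in promoters (SD 0.0435) and by 0.806 points in other sequence (SD 0.297). Without mock 1, these differences were 0.330 points in gene bodies and 0.518 points in other sequence. CHG differences were 0.110 points in gene bodies, -1.63 points in promoters and -0.0687 points in other sequence, and the groups overlapped in all 3 classes at 10 reads and in 0 of the 3 at 5 reads. The promoter difference was -0.317 points without mock 1, -2.94 points without mock 2 and -0.947 points at 5 reads. Those in gene bodies and other sequence changed direction at a minimum depth of 5 reads, to -0.520 and 0.367 points. They also did so with a library omitted, the former without mock 2 (-0.264 points) or SNP 2 (-0.157 points) and the latter without mock 1 (0.901 points) or SNP 1 (0.540 points).

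The study kept sites supported by both replicates of a treatment, and the overlap of calls was therefore determined. With at least 10 reads and the binomial test, 91924 CHH sites were called in both mock libraries and in neither SNP library, and 46903 in both SNP libraries and in neither mock library. The corresponding numbers were 108998 and 56582 for CG and 65105 and 29771 for CHG. Only listed sites entered the binomial test. Of the 45824 CHH sites with at least 10 reads in every library, 45781 were called in all 4. The test thus removed few sites, and these numbers follow mainly from the lists and the depth minimum. The excess on the mock side followed the depth minimum. Among all listed sites, 92722 CHH sites were in both mock libraries alone and 90822 in both SNP libraries alone. After thinning to equal mean depth at CG sites, with a single call rule, the numbers were 47690 and 68402. The depth of CHH sites was not matched separately. Agreement between libraries was low in CHH. Of the CHH sites listed in any library, 59.2% were listed in a single library, compared with 20.7% in CHG and 12.2% in CG. The share of CHH sites common to a pair of libraries was 28.8% for the mock pair, 29.9% for the SNP pair and 28.0% to 30.6% for the 4 pairs that combined a mock and an SNP library.

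Differential methylation was next tested in 200 bp bins with edgeR's quasi-likelihood test. In CG, 0 of 13051 bins passed an adjusted p of 0.05, with 895 bins at an unadjusted p under 0.05. In CHG, 0 of 5891 bins passed, with 415 at an unadjusted p under 0.05. In CHH, 1 of 4312 bins passed, with 248 at an unadjusted p under 0.05, so that CHH made up 1 of 1 differential bins. The test moved the counts most: Fisher's exact test on pooled reads, with both SNP libraries on the same side of both mock libraries, called 714 CG bins, 178 CHG bins and 330 CHH bins. Of these, 582 CG bins were lower in SNP and 260 CHH bins were higher. The pooled test does not take account of the spread between replicates, or of reads counted at several sites.

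The bin that passed lies on chromosome 4 at 12740201 to 12740400, between MOS1 and NBR1, and overlaps no annotated gene. It starts 107 bp after the end of MOS1 (AT4G24680, 12732494 to 12740094, plus strand) and ends 632 bp before the start of NBR1 (AT4G24690, 12741032 to 12744670, plus strand). Over 16 CHH sites, the level was 55.6% ± 0.767 in mock and 87.4% ± 1.20 in SNP libraries (SD, n = 2). Summed over these sites, 180 to 268 reads per library were counted. The difference was 31.9 points, the log2 odds ratio was 2.46 and the adjusted p was 0.0432 (edgeR). At a minimum depth of 5 reads, where 33176 bins were tested, 0 CHH bins passed, with 2104 at an unadjusted p under 0.05.

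Gene regions were tested because the study examined methylation at genes of the stem cell system. With at least 10 reads per site, 1 of 2811 regions passed, with 343 at an unadjusted p under 0.05. This region, named after its values were seen, was that of NBR1, with a level of 62.1% ± 2.10 in mock and 87.2% ± 2.54 in SNP libraries (SD, n = 2) over 19 sites and an adjusted p of 0.0330 (edgeR). It includes the CHH bin above. The count depended on the minimum depth. With at least 5 reads, 355 of 14097 regions passed, 344 lower and 11 higher in SNP, and with all sites listed in every library, 621 of 15006 regions passed, 599 of them lower. With CG sites alone at the 5-read minimum, 433 of 13343 regions passed, 429 of them lower. With CHH sites alone, 0 of 2403 passed at 5 reads, with 194 at an unadjusted p under 0.05, and 10 of 183 passed at 10 reads, 7 higher and 3 lower in SNP. Across the CG regions the median difference was -2.42 points. Both SNP libraries were below both mock libraries in 44.6% of regions and above them in 6.37%, where chance gives 16.7% in each direction. A shift shared by a whole library moves many regions together, so these regions are not independent. For CHH sites the median difference was 2.75 points, with both SNP libraries above both mock libraries in 31.4% of 2403 regions and below them in 9.57%.

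**Figure D3:**
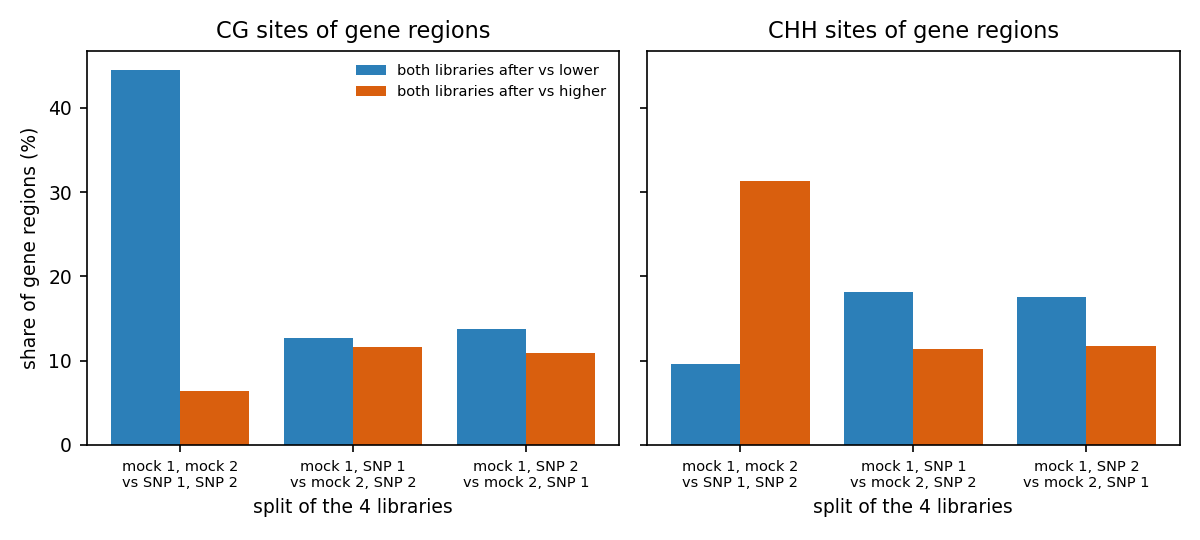
Share of gene regions (vertical axis, percent) in which both libraries of the second pair were lower or higher than both of the first pair, for the 3 ways of splitting the 4 libraries into pairs (horizontal axis), at CG sites (left) and CHH sites (right) with at least 5 reads in every library. The split by treatment gave 44.6% lower for CG and 31.4% higher for CHH, and the splits that mixed treatments gave 10.9% to 18.1% in either direction.

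The 9 genes reported by the study as losing methylation (ARR7, BARD1, CLE13, CLV2, CRN, ERL1, ERL2, HPY2, which is AT3G15150, and MEE22) had 0 to 6 sites with at least 10 reads in every library, so 0 of the 9 could be tested at this minimum. With at least 5 reads, 7 were tested. Of these, 0 passed when adjusted over all regions and 2 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. CRN (AT5G13290, chromosome 5, 4252842 to 4255378) had a level of 85.3% ± 1.68 in mock and 68.9% ± 2.48 in SNP (SD, n = 2). This level came from 17 sites and 149 to 194 reads per library, summed over the sites. The adjusted p was 0.0567 over all regions and 0.0120 over the list (edgeR). ERL2 (AT5G07180, chromosome 5, 2227439 to 2233587) had 90.0% ± 1.69 in mock and 84.0% ± 4.61 in SNP (SD, n = 2) over 54 sites, with adjusted p of 0.117 and 0.0286 (edgeR). With all sites listed in every library, CRN passed over all regions as well, with an adjusted p of 0.0369, and ERL2 did not, with 0.0735 (edgeR). At the 5-read minimum the differences of the other 5 tested genes ranged from -6.07 points at BARD1 to 1.04 points at CLV2, and the list-adjusted p was at least 0.434. ARR7 and CLE13 could not be tested, with 0 sites listed in all 4 libraries.

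ARR7 (AT1G19050) is encoded on the minus strand of chromosome 1 at 6577833 to 6579314 in 5 exons. Within 1 kb on either side (6576833 to 6580314), 11 sites were listed in mock 1, 12 in mock 2, 11 in SNP 1 and 6 in SNP 2. Of 39 distinct sites, 0 were listed in both mock libraries, which allows a share of up to 7.69%, and 0 in both SNP libraries. Only 1 site was listed in more than 1 library, by mock 1 and SNP 2. Depths were 4 to 20 reads, and 36 of the 40 entries had exactly 2 methylated reads, at depths of 4 to 12. By context, CG sites numbered 7 and 4 in the mock and 0 and 2 in the SNP libraries, and CHH sites numbered 2 and 6 in mock and 9 and 4 in SNP. In the 1 kb upstream of the transcription start, 1 and 7 sites were listed in mock and 7 and 0 in SNP libraries. The mean number of listed sites differed by -3 between SNP and mock, against a pooled SD of 2.55. No level difference at shared sites could be computed for this region, since no site was listed in all 4 libraries.

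**Figure D4:**
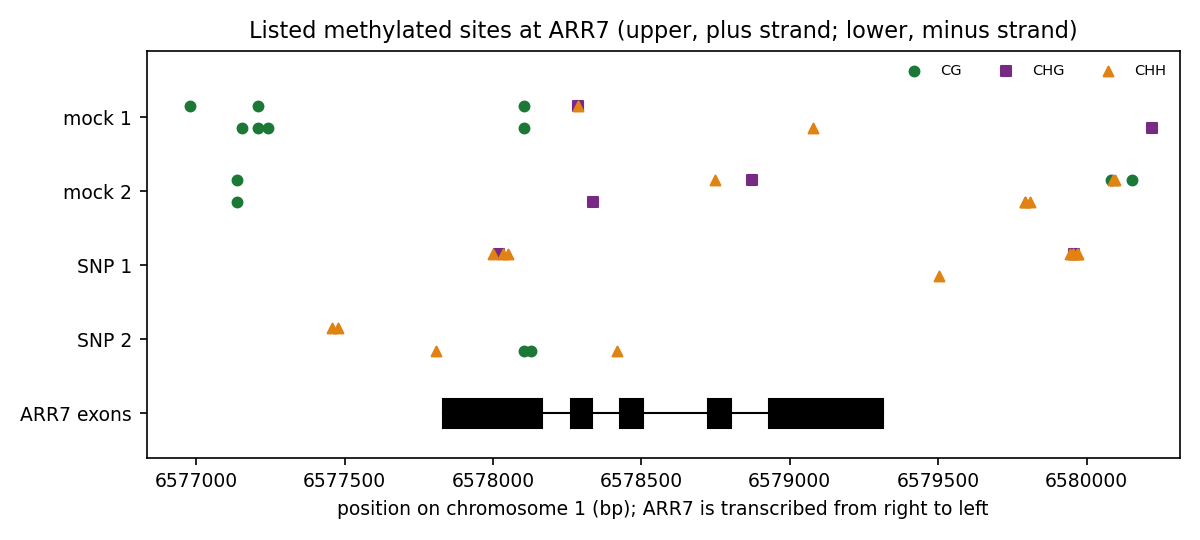
Listed methylated sites in and around ARR7, by position on chromosome 1 (horizontal axis, bp) and library (vertical axis), with symbols for CG, CHG and CHH and sites of the plus strand drawn above those of the minus strand. Black boxes are the 5 exons. Only 1 position is listed in more than 1 library, by mock 1 and SNP 2, and 0 are listed in all 4.

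Of the 14 further genes (AGO4, AGO6, AGO9, DRM1, DRM2, MET1, RDM1, NIA1, NIA2, NOA1, WUS, CLV3, UFO and CUC2), 2 could be tested with at least 10 reads and 6 with at least 5 reads. In either setting 0 passed, over all regions or over the list alone, with 0 and 1 at an unadjusted p under 0.05. At the 5-read minimum the largest difference was that of MET1, -6.36 points over 63 sites, with an adjusted p of 0.231 that ranged up to 0.854 over the 3 settings (edgeR). With all sites listed in every library, 7 genes were tested and 0 passed. The largest difference there was that of NIA2, -10.4 points over 16 sites, with an adjusted p of 0.352 (edgeR). At WUS, 2 and 16 sites were listed in the mock and 17 and 0 in the SNP libraries, and 0 sites were common to the replicates of either treatment.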

Values the study reported

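The study reported 16,301 differentially methylated regions between mock and SNP treated meristems, of which 96% were in the CHH context. It gave a conversion rate of 99% and a genome coverage of 10×, and used sites with a minimum of 10 reads.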

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

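Of 149 alternative values, 84 stayed within the replicate SD, within 1.5 times the count or, for the CHH share of differential bins, within the exact 95% interval of the value, 49 moved further and 16 changed direction. Alternatives chosen after seeing the data were the limit of 50 reads, thinning, the fitted error rate, counts of listed sites, including those at ARR7 with 2 kb on either side, single contexts at the 5-read minimum and all sites listed in every library. The cause of the changes below was not tested except where a cause is named.

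The CG level difference kept its direction under each alternative except the omission of mock 1, and ranged from -3.71 to 0.228 points across the 4 omissions of a library. The CHG difference reversed to 0.0949 points at 5 reads, 0.258 at 20 reads, 0.574 for the mean of site levels, 0.591 with at most 50 reads and 0.520 after thinning. In the last 3 of these, both SNP libraries lay above both mock libraries, whereas the groups overlapped at 5, 10 and 20 reads. It ranged from -1.02 to 0.616 across the omissions, with 0.616 without mock 1 and 0.351 without SNP 1. The CHH difference stayed above 0 throughout. It moved to 1.12 points at 5 reads, 2.26 for the mean of site levels, 2.72 with at most 50 reads and 2.10 after thinning, and ranged from 0.526 (without mock 1) to 1.07 (without mock 2) across the omissions. At 20 reads it was 0.619 points, and with sites covered in a library whatever the others it was 1.03 points with overlapping groups.

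By feature class, the CG difference in other sequence ranged from -3.74 to 1.33 points across the omissions, with 1.33 without mock 1 and 0.0780 without SNP 1. The CHG difference in gene bodies ranged from -0.264 to 0.484 points across the omissions (-0.264 without mock 2 and -0.157 without SNP 2) and that in other sequence from -1.04 to 0.901 (0.901 without mock 1 and 0.540 without SNP 1). In promoters, the range was -5.87 (without mock 2) to -0.459 (without mock 1) for CG and -2.94 to -0.317 for CHG with the same libraries omitted. In gene bodies it was -3.06 (without mock 2) to -1.24 (without mock 1) for CG. For CHH it was 0.330 to 1.01 in gene bodies and 0.518 to 1.09 in other sequence, with the lower value without mock 1 and the higher without mock 2. At 5 reads the CHG differences in gene bodies and other sequence became -0.520 and 0.367 points, the groups no longer overlapped for CHG in any class or for CG in promoters, and the CHH differences became 1.35 points in promoters and 1.26 points in other sequence.

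Counts of sites called by both libraries of a single group followed the depth minimum, which removes more sites from shallow libraries. At 5 reads they were 30531 (mock) and 24545 (SNP) for CG, 29699 and 20319 for CHG, and 96361 and 86759 for CHH. Among all listed sites they were 11065 and 15459 for CG, 18762 and 16574 for CHG, and 92722 and 90822 for CHH. After thinning they were 14142 and 16479 for CG, 21362 and 25544 for CHG, and 47690 and 68402 for CHH, so that the SNP side was the larger in each context.

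For CG bins, the count of 0 became 4 at 5 reads, 1 in 100 bp bins, 3 in 500 bp bins and 2 for listed sites, and 714 or 780 with Fisher's exact test with or without the condition on replicates. For CHG bins, it became 13 at 20 reads and 178 or 202 with Fisher's exact test. For CHH bins, the count of 1 became 0 at 5 reads, with at most 50 reads and for listed sites (2104, 219 and 5327 at an unadjusted p under 0.05), 3 at 20 reads (2 higher and 1 lower in SNP), 2 in 100 bp bins (both lower, opposite to the bin reported), 3 without a minimum level (2 higher and 1 lower), and 330 or 398 with Fisher's exact test. The CHH share of differential bins, 100% of 1 bin, was 0 of 4 bins (0%) at 5 reads. With Fisher's exact test it was 27.0% of 1222 bins, which the interval of 2.5% to 100% around 1 of 1 bin includes. Bin counts with a library omitted leave 1 library in a group and were not computed.

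For gene regions, the count of 1 became 355 at 5 reads, 621 with all listed sites, 523 after thinning at 5 reads, 433, 30 and 0 with CG, CHG and CHH sites alone at 5 reads (194 CHH regions at an unadjusted p under 0.05), 10 with CHH alone at 10 reads (7 higher and 3 lower in SNP), 0 for gene bodies (264 at an unadjusted p under 0.05), 382 with Fisher's exact test and 10 for the number of listed sites. The depth limits this result, since 2811 regions could be tested at 10 reads and 14097 at 5.

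With the replicate number as a block, 17 CG bins passed in place of 0, 0 CHG bins and 1 CHH bin passed as without it, and 0 gene regions passed in place of 1 (339 at an unadjusted p under 0.05). The libraries share only a number: the correlation of the deviations of same-numbered libraries from their group means was 0.0149 over CG bins, -0.0109 over CHG bins, 0.00517 over CHH bins and -0.0240 over gene regions.

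The ARR7 level difference at shared sites had no value, because no site there was listed in all 4 libraries. Levels over the sites that each library listed for itself overlapped between the groups, as given above. The difference in listed sites at ARR7 was -5 with 2 kb on either side and ranged from -5.5 (without SNP 1) to -0.5 (without SNP 2) across the omissions.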

Other observations

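The tests of the lower CG level over genes and the comparison of CHH site lists between splits were chosen only after the result was seen.

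The number of bins past the threshold here was 1. That is lower than the count of regions quoted from the study above. The bins here hold only sites with at least 10 reads in every library, in CHH 45824 of the 3101458 sites listed in any library. Sites listed after a single treatment cannot enter them. The study's text does not state how its regions were defined or tested. The counts therefore cannot be compared directly, and the lower count here does not bear on that of the study. The self-test recovered 66 of 100 CHH bins changed by 30 points, so changes of that size were detectable in part at sites shared by all libraries and with levels near the middle of the scale, given the assumed spread. edgeR's dispersion was 0.0295 in the simulated and 0.0315 in the real CHH bins, but 0.0397 and 0.0674 in CG, where the real bins varied more. Of the 3 splits of the 4 libraries, 1 gave as many differential bins as the split by treatment, namely that split itself, and with 3 splits the share cannot fall low enough to decide. With Fisher's exact test on pooled reads, the split by treatment gave 1380 bins over the 3 contexts and the mixed splits 633 and 694, so that the treatment split gave 1.99 times the larger mixed count. In CHH the counts were 398, 319 and 326. The treatment split gave the most bins, but with 3 splits this cannot exclude a chance division. A pooled test that ignores differences between libraries of the same treatment also calls many bins where treatments are mixed.

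The CHH level at shared sites was higher, not lower, in both SNP libraries. Technical explanations were tested in turn. If depth and call limits were the cause, the difference should vanish in thinned reads with a single call rule, and it was 2.10 points with an SD of 0.560. The thinning was matched on CG sites, so a remaining difference in depth at CHH sites is not excluded. If repeats of high depth were the cause, the CHH difference should vanish at sites with at most 50 reads, and it was 2.72 points. If unconverted cytosines at the fitted error rates were the cause, the CHH difference should vanish with those rates taken off. It was 0.656 points with an SD of 0.385. The rates were inferred from the call limits and not measured, so unconverted reads beyond them are not excluded. In each case both SNP libraries stayed above both mock libraries. A loss of RNA-directed CHH methylation predicts a lower level in the gene-rich arms, where this pathway is most active, and the level there was higher by 1.49 points (SD 0.445). That argues against such a loss at sites that remained called in all 4 libraries, and it says nothing about sites whose methylation fell below the call limit. An effect of SNP may explain the rise, as may a difference in the composition of the apices, and neither was tested.

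Gene regions showed the opposite shift in CG. After thinning to equal mean depth at CG sites, 509 regions passed the threshold with a lower level in SNP and 14 with a higher level. That fit summed all contexts. For CG alone, the thinned level difference over all sites was -1.99 points (SD 0.121). Both results argue against depth and call limits. The median over CG regions was -2.42 points, against -0.0261 and -0.309 in the mixed splits, so the shift was not carried by a few regions. Incomplete protection of methylated cytosines during library preparation would lower CG in every part of the genome. After thinning, the CG level fell by 2.10 points (SD 0.192) in the arms. In the 36 of 240 windows of 500 kb poor in genes it fell by 0.333 points (SD 0.0946), a gap of -1.77 points. The fall appeared in both parts, so incomplete protection is not excluded for some of it. The gap argues against an even loss as the only cause. At the 10-read minimum the gene-poor change was -0.741 points (SD 3.24) with overlapping groups, which cannot decide. The CHH level of the arms rose by 2.13 points after thinning and was higher in both SNP libraries in each of the 4 settings tried. In the gene-poor windows the CHH level was also higher in both SNP libraries in each setting, by 2.59 points (SD 0.216) after thinning. The CHH rise was thus not confined to the arms, and its location does not exclude unconverted reads as a cause. The CHG level of the arms depended on the setting and decides nothing here, as it rose by 0.518 points after thinning and fell by 1.35 points at the 10-read minimum. Of the 3 splits, 1 gave as many regions as the split by treatment at the 5-read minimum (355, and 0 in both mixed splits, with 182 and 183 at an unadjusted p under 0.05). With 3 splits this count cannot decide, because the treatment split always counts itself. With CG sites alone at 5 reads, 433 of 13343 regions passed, 429 of them lower in SNP, against 0 in each mixed split. Both libraries of the second pair were lower in 44.6% of regions, against 12.7% and 13.7% in the mixed splits. In the arms, the thinned fall of 2.10 points exceeded its SD of 0.192. The splits are not independent controls: in a region without ties, exactly 1 of the 3 has both libraries on the same side. For CG, edgeR's dispersion was 0.0140 in the treatment split, and 0.0360 and 0.0359 in the mixed splits. The latter take the treatment difference into their spread. The counts and shares of 3 splits therefore cannot exclude a chance division. The fall in the arms exceeded the spread between replicates, but it does not separate treatment from another difference between the groups. A candidate explanation is a change in CG methylation of genes after SNP, or plants of differing stock or cell composition between the treatments, and these were not tested.

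In 10 gene regions the number of listed sites was higher in SNP (edgeR, adjusted p under 0.05), and in 0 it was lower, with 1397 regions at an unadjusted p under 0.05. The mixed splits gave 0 regions past the threshold and 1097 and 1554 at an unadjusted p under 0.05, so the unadjusted count does not set the split by treatment apart. The strongest, named after its values were seen, was AT1G59660 on chromosome 1 (21923986 to 21929437), with 79 and 74 listed sites in mock and 321 and 326 in SNP libraries and an adjusted p of 5.33e-06. The relative depth at sites common to all libraries, available for 9 regions, had a median SNP to mock ratio of 1.10 and was higher in both SNP libraries in 4 regions, so depth alone could not produce the gain in all of them. Inherited differences in methylation between the plants sampled may explain such regions, and were not tested.

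The CHH sites listed in a single library (381290 to 556021 per library) bear on how site lists can be read. If they came from reads that escaped conversion, neighbouring sites within 50 bp should lie on the same strand. At least 83.6% did in each library, compared with 65.1% for sites listed in all libraries and 54.1% for random CHH cytosines. Exactly 2 methylated reads supported 68.9% to 80.5% of them. Independent errors at the fitted rates would give 8.18% to 13.7% of their number. Between 29.6% and 35.8% lay in gene bodies, compared with 7.57% of sites listed in all libraries and 56.7% of the CHH cytosines of the genome, a value in between, so a part that is true methylation near the limit of detection cannot be told apart from errors by this test.

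The CHH sites listed in both libraries of a treatment and in neither of the other numbered 183544, and the mixed splits gave 182424 and 182206. The excess of the treatment split was 0.674%. It was larger with other settings: 138827 against 131743 and 130001 sites at the 10-read minimum, and 116092 against 113195 and 111839 after thinning. The treatment split after thinning was also uneven, with 47690 sites on the mock and 68402 on the SNP side, whereas the sides of the mixed splits were 58097 and 55098, and 56474 and 55365. Most such sites thus arise with treatments mixed as well, and whether the excess and the unevenness reflect treatment is left open by 3 splits.

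At ARR7, where 0 sites were listed in both replicates of either treatment, the SNP minus mock difference of -3 listed sites lay at the 42.1 percentile of 1638 gene regions with a similar number of entries, whose middle 95% ran from -15 to 11. Of the 40 entries, 24 lay within 50 bp of another site of the same strand and library. An example, chosen after the values were seen, is a run of 6 sites over 27 bp in SNP 1 (6579944 to 6579970), each with 2 methylated reads at depths of 7 to 9. Such runs may come from unconverted fragments, as may the sites listed in a single library elsewhere (at least 83.6% on the same strand). The 2 methylated reads at each site of the example were not traced to fragments. True methylation on few molecules is not excluded.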
